A study of Mus musculus with 3 samples. Its data were reported in "YTHDF2 suppresses the 2C-like state in mouse embryonic stem cells via the DUX-ZSCAN4 molecular circuit" (2025).

How the data were processed

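RIP-seq libraries of E14 mouse ESCs treated with Dox for 24 h were used, namely 1 input and 2 YTHDF2 IP libraries, grouped by their sample titles. Per the methods of the study, cells were lysed in a buffer without detergent and the lysate was cleared by centrifugation. Anti-YTHDF2 was added to this lysate, bound RNA was recovered on protein A and protein G beads, and Trizol was used after the IP. The labels differ from this, in that they describe total RNA extracted with Trizol and then used in the IP, and which of the 2 was done cannot be told from the counts. Per the labels, libraries were strand-specific (dUTP method) and sequenced paired-end. An IP with a control antibody was not analysed here. The labels do not say whether the input RNA came from whole cells or from the cleared lysate.

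The authors aligned the reads to mm10 with hisat2, and the deposited values are raw counts of reads per gene, made per the file headers with featureCounts 2.0.3 over exons of the mm10 RefSeq annotation. Per the file headers, the authors ran featureCounts in its paired-end mode without the option to count read pairs, so in this version each mate was counted on its own. Among counts from 1 to 100, even numbers made up 61.4% in the input and 64.5% and 64.7% in IP replicates 1 and 2, as counting both mates gives. A value is therefore closer to a count of read ends than of fragments, and sampling noise is larger than the counts alone imply. Strand was not used, so reads of overlapping antisense genes were not separated. By the defaults of that tool, reads that mapped to several places and reads over more than 1 gene were left out, which lowers the counts of genes with near-identical copies. Trimming and removal of duplicates were not stated. The authors used DESeq2, which their methods describe as a search for peaks of YTHDF2 binding, while their figure shows enriched RNAs, called at a fold change over 2 and a p-value under 0.05 in IP compared with total RNA.

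The table held 49997 genes and no row without a gene name, and 0 columns of other samples. All 49997 symbols matched the RefSeq annotation of GRCm38.p6 (the assembly of mm10), and 49631 of the 49632 genes on the main chromosomes had the same start and end there. Coordinates are 1-based on that build. GC content, exon number and motif density were computed from the merged exons in the table and the GRCm38.p6 sequence.

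Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which left 19601, and scaled by TMM, with factors of 0.957 for the input and 1.02 for each IP library. Dispersions were estimated with the robust option, and IP was compared with input by the quasi-likelihood F test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. The model has 1 residual degree of freedom per gene, which comes from the 2 IP libraries alone. The common dispersion was 0.00538, a coefficient of variation of 7.33% between the IP libraries. Genes were called at an adjusted p-value under 0.05 and a fold change over 2. Fitted log2 fold changes use the prior count of 0.125 of edgeR, and the SE was derived from the log2 fold change and the F statistic. Log2 ratios of single IP libraries to the input were taken after adding 0.5 to each count. Shares of counts have 95% Wilson intervals. The floor was set at 3 counts, or 0.0811 CPM in the input, 0.0851 in IP replicate 1 and 0.0836 in IP replicate 2.

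The named genes followed a rule fixed before the data were examined. It took 10 of the transcripts the study examined and each member of the Zscan4 family. It also took the 5 highest and 5 lowest log2 fold changes among called genes with a mean of at least 10 CPM and the same direction in both IP libraries. Members of other lists were to be given as counts and medians. Malat1, Neat1 and Firre, the mitochondrial genes ATP6, ATP8, COX1 and COX3, and the genes set beside Duxf3 below were named after their values were seen. Dux was taken to be the gene annotated as Duxf3. The cell system of the study carries a Dox-inducible Dux transgene, and whether its reads count toward Duxf3 was not tested.

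The 12 gene lists were 2C transcripts, the Zscan4 family, pluripotency factors, the Hippo pathway, CCR4-NOT subunits, m6A writers, readers and erasers, nuclear-retained noncoding RNAs, zinc finger genes named Zfp, cytosolic ribosomal proteins, mitochondrially encoded mRNAs, replication-dependent histones, and small nucleolar and spliceosomal RNAs. They were fixed before the data were examined, except that the mitochondrial list was taken by chromosome, since the symbols in the table carry no prefix for it. Older symbols were matched through the RefSeq synonyms. The median of a list was placed among 10000 random lists drawn from the same 20 bins of mean expression. A further list of 53 mRNAs translated at the membrane of the endoplasmic reticulum (ER) was written later, before its own test.

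The test was run on simulated data made from the means and library sizes of the real genes. Changed genes were drawn above a minimum of mean expression, so recovery at the lowest counts was not simulated. All genes of a library shared the same dispersion, and counting both mates was not simulated. Performance on the real data may therefore be worse. With the estimated dispersion of 0.00538 and 200 genes changed 4-fold, 199 of the 200 (99.5%) were recovered with 3 false calls among 18796 genes. With a dispersion of 0.1, 75 of the 200 (37.5%) were recovered, with 8 false calls among 18834 genes. With no gene changed and only the input given the dispersion of 0.1, 863 of 18838 genes passed the threshold, so the calls assume an input as reproducible as the IP libraries.

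Alternatives fixed before the data were examined were DESeq2 1.42.0, an unadjusted p-value, glmTreat against a fold of 2, RLE, upper quartile and total count scaling, no filter, a mean of at least 10 counts, estimation without the robust option, the legacy quasi-likelihood method, a fixed dispersion of 0.1, a prior count of 2, removal of a trend on exonic length, random lists matched on length, and leaving out each IP library. Halved counts, scaling to TPM, removal of a GC trend, leaving out mitochondrial genes, and random lists matched on exons per kilobase were added after seeing the data. The fixed dispersion was tested with a likelihood ratio test (glmLRT) in place of the quasi-likelihood F test, so its results differ in both respects. Trends were fitted by lowess with a span of 0.3. These steps and the tests of gene properties used Python 3.11.15 with scipy 1.17.1 and statsmodels 0.14.6.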

Results

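Transcripts that associate with YTHDF2 in mouse embryonic stem cells (ESCs) were examined by RNA immunoprecipitation sequencing (RIP-seq). YTHDF2 is a reader protein that binds RNA carrying N6-methyladenosine (m6A) and promotes its decay. In RIP-seq the RNA that comes down with the protein is sequenced and compared with the RNA of an input library. The cells were E14 mouse ESCs treated for 24 h with doxycycline (Dox), which in the cell system of the study switches on the transcription factor DUX and moves ESCs toward a state resembling the 2-cell (2C) embryo. The series held 3 libraries, namely 1 input library and 2 YTHDF2 immunoprecipitation (IP) libraries. The values were raw counts of reads per gene over 49997 genes. The counts summed to 36986994 in the input, 35259827 in IP replicate 1 and 35888743 in IP replicate 2. At least 1 read was counted for 24489 genes in the input, 23703 genes in IP replicate 1 and 23646 genes in IP replicate 2. A count of 3, taken as the floor, corresponded to between 0.081 and 0.085 CPM (counts scaled by library total) across the 3 libraries. Because the input had no replicate, each comparison of IP with input rests on the spread between the 2 IP libraries, and variation between inputs was not measured.

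The 2 IP libraries were compared first, since their difference sets the error of what follows. Over the 19601 genes that passed the filter on low counts, the log2 ratio of IP replicate 1 to IP replicate 2 had an SD of 0.772 across genes. The spread fell with depth, and among the 12620 genes with a mean of at least 100 counts the SD was 0.205. Across the 19601 genes, which are not independent replicates, the 2 IP libraries correlated with a Pearson r of 0.974 and a Spearman rho of 0.99. The mean of the IP libraries correlated with the input with a Pearson r of 0.918 and a Spearman rho of 0.938, and the SD of the log2 ratio of IP to input was 1.37. A chi-square comparison of the 2 IP libraries with sampling noise gave 5.38 per gene on the counts as deposited and 2.69 on halved counts. A value of 1 corresponds to sampling noise alone. Reads that are not independent also raise such a value, so it cannot show on its own that the libraries were prepared separately. The 2 IP files were treated as separate libraries by their titles.

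To determine which transcripts were pulled down, IP was compared with input by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. At an adjusted p-value under 0.05 and a fold change over 2, 2973 genes (15.2% of those tested) were enriched in the YTHDF2 IP libraries and 2743 genes (14%) were depleted. At the same adjusted p-value and any fold change, 11487 genes differed. Of the enriched genes, 2766 were over 2-fold higher than the input in each IP library taken alone, and 2481 of the depleted genes were over 2-fold lower in each. The median log2 fold change over all tested genes was 0.0065, with quartiles at −0.72 and 0.81. Protein-coding genes made up 2339 of the enriched and 1972 of the depleted genes, out of 15227 tested. Among 2169 long noncoding RNA genes, 391 were enriched and 305 were depleted, whereas among 1811 pseudogenes 188 were enriched and 369 were depleted. The alternative that lowered these numbers most was a fixed dispersion of 0.1 in place of the one estimated from the IP libraries, which left 1577 enriched and 1531 depleted genes. That alternative also replaced the quasi-likelihood F test by a likelihood ratio test. Scaling to TPM, which also divides by exonic length, chosen after seeing the data, gave 3578 enriched and 2156 depleted genes, so that 62.4% of the calls were enrichments, compared with 52.0% under TMM scaling. That scaling raised the median log2 fold change of all genes by 0.151.

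**Figure D1:**
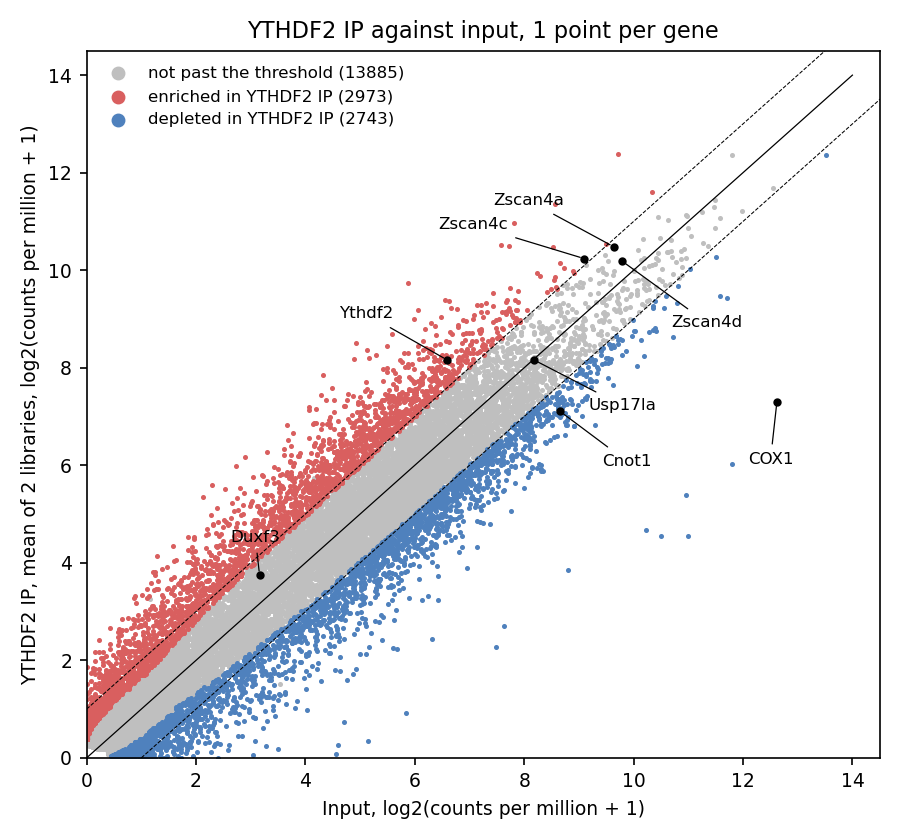
Each point is 1 of the 19601 tested genes, with the input on the x axis and the mean of the 2 YTHDF2 IP libraries on the y axis, both as log2(CPM + 1); red points are the 2973 enriched and blue points the 2743 depleted genes, and dashed lines mark a fold of 2. Ythdf2 lies above the upper dashed line, Usp17la lies on the line of equal abundance, and the mitochondrial gene COX1 lies far below the lower dashed line.

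From the transcripts the study examined, 10 whose binding or level bears on the 2C-like state were fixed as a list before the data were examined. The study also measured others, among them MERVL, Upf1 and Hrsp12, which were not on the list. Because the study picked several of them from these same libraries, their values are not independent evidence. Over all genes tested, 8 of the 10 had an adjusted p-value under 0.05 in the edgeR test, and 8 of the 10 did so when adjusted over the list alone. Only 3 of the 10 also passed the fold of 2, with 2 enriched and 1 depleted. Among the 5 2C transcripts, only Zscan4c (chromosome 7, 11005745 to 11010547, plus strand, mm10) passed it. Its counts were 19319 in the input and 43891 and 43848 in IP replicates 1 and 2, and its log2 fold change was 1.14 ± 0.05 (SE), with an adjusted p-value of 7.54e-34. Under the fixed dispersion of 0.1 Zscan4c no longer passed, with an adjusted p-value of 0.173, the highest over its alternatives, which reached down to 3.58e-126. Zscan4a (chromosome 7, 10794241 to 10799065, minus strand) was higher in both IP libraries, with log2 ratios to the input of 0.82 and 0.87, and its fitted value was 0.84 ± 0.048 (SE). That corresponded to a 1.79-fold enrichment, above the spread between the IP libraries and below the fold threshold. After the removal of a trend on GC content, chosen after seeing the data, it was 1.35 and passed the threshold. Zscan4d (chromosome 7, 11161643 to 11166148, minus strand) was 1.33-fold higher in IP, with log2 ratios of 0.41 and 0.42.

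Dux was taken to be the gene annotated as Duxf3 (chromosome 10, 58229505 to 58233089, minus strand, a single exon of 3585 bases). It had 281 counts in the input, 582 in IP replicate 1 and 319 in IP replicate 2. Its log2 ratio to the input was 1.02 in IP replicate 1 and 0.13 in IP replicate 2. The fitted log2 fold change of 0.64 ± 0.453 (SE) was not distinguishable from 0, with an adjusted p-value of 0.303 in the edgeR test, and 1 library decides its size. Without IP replicate 1 it was 0.13 and without IP replicate 2 it was 1.03. The adjusted p-value ranged from 0.00186 to 0.528 over the alternatives, and no alternative with a test put Duxf3 past the threshold. Usp17la (chromosome 7, 104857016 to 104862667, plus strand) had 10220 counts in the input and 10036 and 10670 in the IP libraries. Its log2 fold change of −0.02 ± 0.058 (SE) was not distinguishable from 0 under TMM scaling, with an adjusted p-value of 0.774 in the edgeR test. Over the alternatives the adjusted p-value ranged from 0.0468 to 0.984 and the value from −0.099 with the length trend removed to 0.13 under scaling to TPM. It was 0.012 without IP replicate 1 and −0.05 without IP replicate 2. Reads that mapped to several places had been left out of the counts, so the values of Duxf3 and of the Zscan4 members, which have near-identical copies, are uncertain. The counts of Duxf3 may also include reads of the Dox-inducible Dux transgene.

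The transcript of YTHDF2 itself was enriched. Ythdf2 (chromosome 4, 132184916 to 132212256, minus strand) had 3380 counts in the input and 10757 and 9922 in the IP libraries, a 2.98-fold enrichment with a log2 fold change of 1.57 ± 0.07 (SE) and an adjusted p-value of 4.2e-33 in the edgeR test. With the fixed dispersion of 0.1 its adjusted p-value rose to 0.055, the highest over the alternatives, which reached down to 3.75e-113. Cnot1 (chromosome 8, 95718931 to 95808113, minus strand), which encodes the scaffold of the CCR4-NOT deadenylase, was depleted. It had 14233 counts in the input and 4922 and 5007 in the IP libraries, and its log2 fold change was −1.56 ± 0.059 (SE), or 2.95-fold lower in IP. Exons of Cnot1 overlap those of 4930513N10Rik and Setd6, and reads over more than 1 gene had been left out. The pluripotency transcripts moved in different directions without reaching 2-fold. Sox2 was 1.78-fold and Pou5f1 1.32-fold higher in IP, whereas Nanog was 1.47-fold lower, and in each case the 2 IP libraries had the same sign. Without the GC trend the value for Pou5f1 fell from 0.40 to 0.02 on the log2 scale.

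**Figure D2:**
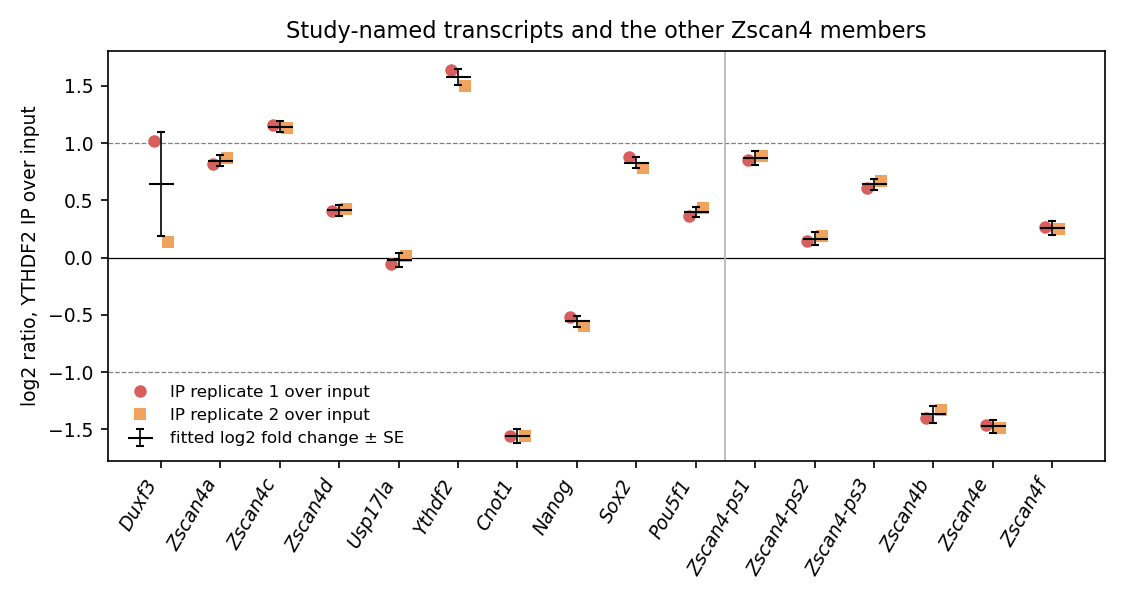
Log2 ratio of YTHDF2 IP to input for the 10 study-named transcripts, left of the grey line, and the other members of the Zscan4 family, right of it; circles and squares are IP replicates 1 and 2, and black bars with whiskers are the fitted log2 fold change ± SE, with dashed lines at a fold of 2. Only Duxf3 differs between its IP libraries by much of the range, from 1.02 to 0.13, while Zscan4b and Zscan4e lie below the lower dashed line.

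All 9 members of the Zscan4 gene family, a cluster on chromosome 7, could be tested, and they did not move together. In both IP libraries 7 of the 9 were higher than in the input and 2 were lower. Zscan4c was the only member past the threshold for enrichment under TMM scaling. Zscan4b (10900740 to 10905050) was depleted, with a log2 fold change of −1.37 ± 0.074 (SE), and so was Zscan4e (11306369 to 11310682), at −1.47 ± 0.059 (SE). Both depletions had adjusted p-values of at most 3.19e-28 in the edgeR test. Zscan4b lost its call under the fixed dispersion and Zscan4e lost it when the GC trend was removed, where its value was −0.85. Of the remaining members, Zscan4-ps1 was at 0.87, Zscan4-ps3 at 0.64, Zscan4f at 0.26 and Zscan4-ps2 at 0.17 on the log2 scale. No scaling alternative changed the sign of a member, and Zscan4-ps1 passed the threshold, at 1.02, under scaling to TPM. With the GC trend removed, Zscan4c (1.65), Zscan4a (1.35), Zscan4-ps1 (1.34) and Zscan4-ps3 (1.17) were all past the threshold for enrichment. As a share of all counts, the family took 0.414% of the input (95% Wilson interval 0.412 to 0.416), 0.637% of IP replicate 1 (0.634 to 0.64) and 0.646% of IP replicate 2 (0.643 to 0.648). These intervals cover counting error only, since reads made by PCR are not independent molecules.

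By the rule fixed beforehand, the 5 most enriched and the 5 most depleted genes with a mean of at least 10 CPM were named. Hras (chromosome 7, 141189934 to 141194019, minus strand) had the highest value, rising from 2049 counts in the input to 31290 and 30878 in the IP libraries. This was a 14.8-fold enrichment, with a log2 fold change of 3.88 ± 0.067 (SE) and an adjusted p-value of 2.84e-60 in the edgeR test. Gemin7 (chromosome 7, 19564949 to 19573343) was 12.3-fold enriched, and Tmem121 (chromosome 12, 113185903 to 113189523) and Sdhaf1 (chromosome 7, 30321409 to 30322375) were each 12.2-fold enriched. Dnajc30 (chromosome 5, 135064206 to 135065365) was 11.7-fold enriched, and its exon overlaps Bud23. Among the depleted genes 4 of the 5 lay on the mitochondrial chromosome. ND5 fell from 71886 counts in the input to 752 and 876 in the IP libraries, a log2 fold change of −6.50 ± 0.06 (SE). ND2 was at −6.0, COX2 at −5.97 and CYTB at −5.79. Gm10925 (chromosome 1, 24613971 to 24614651, minus strand), annotated as a pseudogene, had the lowest value among genes over that level, −6.94 ± 0.278 (SE), with 1210 counts in the input and 8 and 12 in the IP libraries, and its sequence is identical to a stretch of the mitochondrial genome. Exonic GC content ran from 55.6% (Gemin7) to 64.4% (Tmem121) in the 5 most enriched genes and from 35.7% (ND2) to 39.1% (CYTB) in the 5 most depleted. Enrichment rose with GC content across genes, so its contribution to these values stays open.

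To see whether groups of related transcripts moved together, the median log2 fold change of 12 gene lists was placed among 10000 random lists of the same size matched on mean expression. These percentiles describe the 3 libraries and are not p-values. The 41 tested 2C transcripts had a median of 0.41, at the 98.2nd percentile, with 28 of the 41 above 0. Only 3 of them were enriched past the threshold and 4 were depleted. The percentile fell most, to 70.8, when the random lists were also matched on exons per kilobase, an alternative chosen after seeing the data. The 379 zinc finger genes named Zfp had a median of 0.55, above that of every random list, with 96 enriched and 19 depleted genes, and they stayed above every random list in that alternative. The Zscan4 family had a median of 0.41 (percentile 84.0, which was 56.0 when matched on exons per kilobase and 99.1 with the GC trend removed), the 30 pluripotency factors 0.15 (76.1), the 29 tested genes of the Hippo pathway −0.11 (33.5) and the 53 replication-dependent histones −0.06 (24.2). The 18 m6A writers, readers and erasers had a median of 0.05 (59.5), and its sign depended on the IP library, at 0.12 without IP replicate 1 and −0.03 without IP replicate 2. The histone median was −0.83, at percentile 0.0, with the GC trend removed, −0.128 without IP replicate 1 and −0.13 without IP replicate 2. Total count scaling, which raised the median of all genes by 0.0959, put it at 0.034 with the percentile at 24.8. The 15 subunits of CCR4-NOT had a median of −0.46 (6.59), and 3 of the 15 were above 0. Their percentile was 2.68 when matched on exons per kilobase and 18.1 without IP replicate 2, and with the GC trend removed it was 28.3, with a median of −0.22.

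By percentile the lowest lists were the mitochondrially encoded mRNAs, the small nucleolar and spliceosomal RNAs, the cytosolic ribosomal proteins and the nuclear-retained noncoding RNAs. The 13 mitochondrially encoded mRNAs had a median of −5.97, below every random list, and all 13 were depleted. For 2 of the 13 the IP group was at or under the floor, and with these at their bounds the median was −5.69. Summed over the 13, the IP libraries held 2.03% of the input level, 49.3-fold lower. The mitochondrial chromosome took 1.67% of the input counts (95% Wilson interval 1.666 to 1.674), 0.0362% of IP replicate 1 (0.0356 to 0.0369) and 0.0365% of IP replicate 2 (0.0359 to 0.0371). The 54 tested small nucleolar and spliceosomal RNAs had a median of −1.82, also below every random list, with 23 depleted, and 8 of the 54 had a group at or under the floor. With those 8 at their bounds the median was again −1.82. The 11 tested nuclear-retained noncoding RNAs had a median of −0.67 (percentile 3.31), which was −0.26 (27.3) without IP replicate 2. Of the 11, 3 were depleted, namely Malat1 at −3.15, Neat1 at −1.21 and Firre at −1.01, and 4 were above 0. The 83 tested cytosolic ribosomal protein genes had a median of −0.36 (2.62), and medians of −0.33 and −0.37 in IP replicates 1 and 2. Their percentile was 20.3 without IP replicate 1 and 29.4 without IP replicate 2, with list medians of −0.365 and −0.328. Without IP replicate 1 the list median was no higher, so the rise in percentile there came from the random lists and not from these genes.

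**Figure D3:**
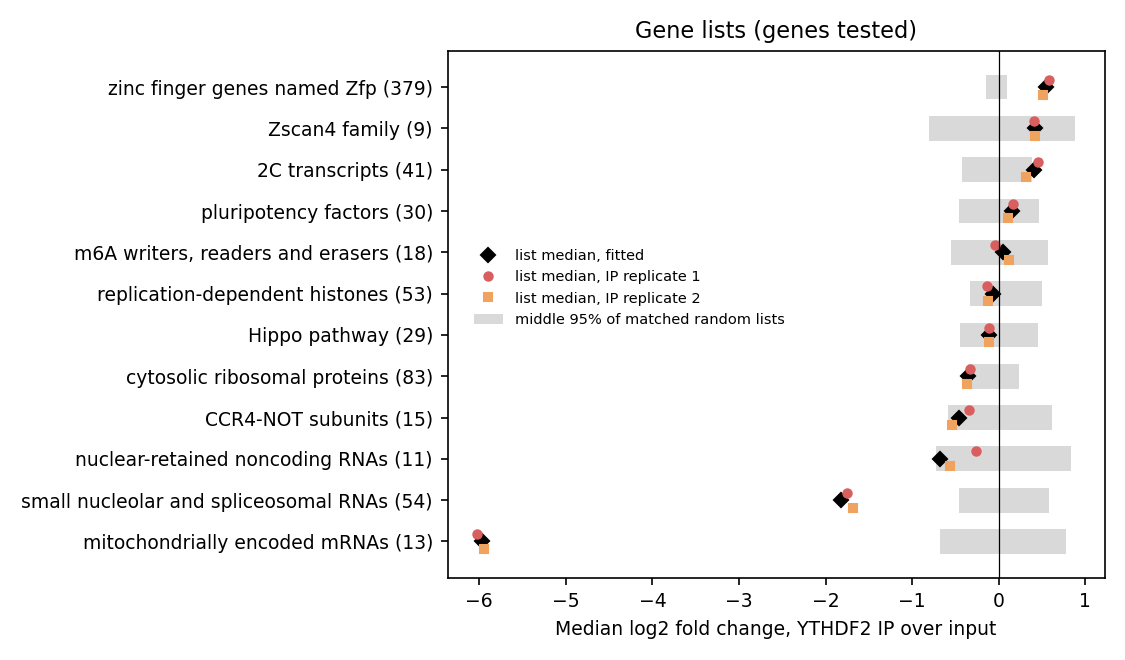
Median log2 fold change of YTHDF2 IP over input for 12 gene lists, with the number of tested genes in brackets; diamonds are fitted medians, circles and squares are the medians in IP replicates 1 and 2, and grey bars span the middle 95% of 10000 random lists matched on mean expression. Zinc finger genes named Zfp lie above their grey bar, at 0.55, while small nucleolar and spliceosomal RNAs and mitochondrially encoded mRNAs lie far below theirs, at −1.82 and −5.97.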

Values the study reported

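The study reported 3732 transcripts as pulled down by YTHDF2 in the RIP-seq experiment. Its figure shows these as RNAs with a fold change over 2 and a p-value under 0.05 in IP compared with total RNA, while its methods describe a search for peaks. Intersecting these with its m6A-seq and RNA-seq results, it reported 25 shared transcripts, among them Dux, Zscan4a, Zscan4c and Usp17la. For these named transcripts it also reported binding by RIP-qPCR, methylation by m6A-RIP-qPCR and slower decay after YTHDF2 depletion. Those assays are not part of the data analysed here.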

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

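No paired analysis was possible because the single input library carries no replicate number and cannot be matched to either IP library. That input is a limit of the data, and it was not ranked against other limits. Simulated input noise at a dispersion of 0.1, with no gene changed, gave 863 calls among 18838 genes. At any fold, 6467 genes had an adjusted p-value under 0.05. Halved counts, scaling to TPM, the GC trend, the fits without mitochondrial genes and the matching on exon density were chosen after seeing the data.

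Among the alternatives for which calls were counted, enriched genes stayed within 1.5 times of 2973 and depleted genes within 1.5 times of 2743. The exceptions were a pair of alternatives with fewer calls. A fixed dispersion of 0.1, with a likelihood ratio test in place of the quasi-likelihood F test, gave 1577 enriched and 1531 depleted genes. Of these, 1399 and 1442 were the same genes as in the reported fit, so it also added calls. glmTreat, which tests against a fold of 2 and is stricter by construction, gave 1616 and 1551, all of them among the reported genes. In the remaining alternatives enriched genes ranged from 2441 (DESeq2) to 3578 (TPM), and depleted genes from 2002 (DESeq2) to 2896 (unadjusted p-value, edgeR). DESeq2 with an unadjusted p-value, the closest to the rule in the figure of the study, gave 2724 enriched and 2160 depleted genes. In none of the alternatives for which calls were counted did a gene called in one direction in the reported fit pass the threshold in the other. Scaling to TPM raised the share of enrichments from 52.0% to 62.4% of the calls. Counting by fold alone, with no test, 4019 genes were over 2-fold higher and 3485 over 2-fold lower in IP. These numbers ranged from 3964 to 4062 and from 3700 to 3727 across the fits that each left out 1 IP library. The SD between the IP libraries, 0.772, fell to 0.566 with a mean of at least 10 counts and to 0.205 with at least 100, because these filters remove the genes with the fewest counts.

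Of the 5 2C transcripts of the study, 1 passed the threshold in the reported fit. The number was 0 with the fixed dispersion of 0.1 and 2, with Zscan4a added, after removal of the GC trend. It was 1 in every other alternative for which calls were counted. Calls were not counted for the prior count of 2 or for the fits that left out an IP library. The direction of Usp17la reversed, to 0.074 with total count scaling, 0.003 without the filter, 0.13 with TPM, 0.107 without the GC trend and 0.012 without IP replicate 1, while it was −0.05 without IP replicate 2. The first 3 of these follow from the scaling, which raised the median of all genes by 0.0959, 0.024 and 0.151. For the GC trend and the IP library the cause was not tested. The adjusted p-value ranged from 0.0468 to 0.984 over the alternatives. The other study-named transcripts and Zscan4 members kept their sign in every alternative.

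Among the gene lists, matching on exon density moved the 2C transcripts from the 98.2nd to the 70.8th percentile, the Zscan4 family from 84.0 to 56.0, the pluripotency factors from 76.1 to 40.1, the Hippo pathway from 33.5 to 27.0, the m6A writers, readers and erasers from 59.5 to 29.6, the histones from 24.2 to 13.7, the CCR4-NOT subunits from 6.59 to 2.68, the nuclear-retained RNAs from 3.31 to 2.61 and the ribosomal proteins from 2.62 to 30.6. Removal of the GC trend put these lists at 99.9, 99.1, 81.5, 29.2, 77.8, 0.0, 28.3, 2.12 and 0.38 in the same order, with the histone median at −0.83 and that of the CCR4-NOT subunits at −0.222 in place of −0.462. Matching on length moved the m6A writers, readers and erasers to 49.2 and the nuclear-retained RNAs to 2.17. Total count scaling moved the ribosomal proteins to 2.08. The median of the m6A writers, readers and erasers reversed to −0.034 without IP replicate 2 and was 0.123 without IP replicate 1. That of the histones reversed to 0.034 with total count scaling, through the same shift of all genes, with the percentile at 24.8. Leaving out IP replicate 1 or 2 moved the histone median to −0.128 and −0.13, the percentile of the CCR4-NOT subunits to 5.01 and 18.1, and the nuclear-retained RNAs to 7.48 and 27.3. Of the 84 list medians under an alternative, 55 moved by less than the spread between the IP libraries, 27 by more, and 2 reversed. Apart from that shift, the cause was not tested for these list values. The Zfp genes, the mitochondrial mRNAs and the small nucleolar and spliceosomal RNAs stayed beyond every random list in all alternatives run on lists.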

Other observations

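The tests of pseudogenes and of DUX-expressing cells for Duxf3 and the test without Zscan4e were chosen only after the result was seen; the other tests were set once the main pattern had been seen, before their own results.

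The enriched genes were examined for properties that differ between genes. Enrichment rose with exonic GC content (Spearman rho of 0.314 across 19554 genes, which are not independent), from a median log2 fold change of −0.66 in the lowest GC decile to 0.62 in the highest. Removing this trend left 78.9% of the enriched genes over 2-fold, which argues against GC content as the whole cause, although a contribution to single genes stays open. Exonic length had nearly no relation to enrichment (rho of −0.011), and 96.4% stayed over 2-fold once its trend was removed. Genomic DNA in the IP libraries would raise genes that ESCs hardly transcribe, but 1787 olfactory and vomeronasal receptor genes took a lower share in IP than in the input, a log2 ratio of −0.67. The value of −0.671 argues against it. Exon density and the m6A motif went with enrichment. Exons per kilobase, a measure of exon junction density, had a partial Spearman correlation of −0.434 with the log2 fold change given GC content and length, over 12961 protein-coding genes. Among genes with at least 10 CPM, 46.8% of 188 single-exon coding genes were enriched, compared with 14.8% of 9351 with several exons. The median log2 fold change of those 188 genes was 0.92, but it was −0.09 over all 2479 tested single-exon genes of any kind and level, so the relation does not extend to single-exon genes at large. The density of the m6A consensus motif GGACT had rank 1 among the 60 arrangements of its bases by partial correlation (r of 0.102, given GC content, length and exon density). The margin was small, since the next arrangement reached 0.097, while the median was 0.006. Both are consistent with YTHDF2 binding of m6A in long exons of coding genes, a hypothesis that was found and tested on the same libraries. Binding of RNA to the beads or the antibody stays open, since a control IP was not analysed here.

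Zinc finger genes named Zfp lay above every random list. They have few exons for their length, with a median of 1.25 exons per kilobase compared with 2.89 for protein-coding genes, so exon density was a candidate explanation. Against random lists matched on it as well, whose medians lay between 0.114 and 0.387 for the middle 95%, the Zfp median of 0.55 was again at percentile 100. This argues against exon density as the whole cause only as far as the matching reaches. The matching used 5 bins of exon density, so differences within a bin stay open. Reads shared between zinc finger paralogs were not tested, and the same comparison moved the 2C transcripts to the 70.8th percentile.

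The 13 mitochondrial mRNAs were depleted in IP, as were 3 of the 11 tested nuclear-retained RNAs, Malat1, Neat1 and Firre. A candidate explanation is that the input RNA came from whole cells while the IP was made from a cleared lysate without detergent, which would lose membrane-bound mRNA too. The 53 mRNAs translated at the ER membrane, all of which passed the filter on low counts, had a median log2 fold change of −0.65, at percentile 0.0 of the random lists and at 0.06 when these were also matched on exon density. Of the 53, 39 were below 0 and 9 were depleted, with 2 enriched. This is consistent with a loss of membrane-bound and organellar RNA before IP, in which case a low ratio of such a transcript would not measure its binding by YTHDF2. The labels describe an IP from extracted RNA, and if that is how it was made this explanation falls away. The methods of the study instead place the Trizol extraction after an IP from lysate. Weak binding of these mRNAs by YTHDF2, a cytosolic protein, stays open.

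Gm10925, the gene with the lowest value among those with a mean of at least 10 CPM, was tested for reads of mitochondrial RNA. All 681 of its exonic bases are identical to positions 7927 to 8607 of the mitochondrial genome, 100% of its length, a stretch that overlaps ATP6, ATP8 and COX3, which fits such reads. Gm10925 fell from 1210 counts in the input to 8 and 12 in the IP libraries, ATP6 from 818 to 9 and 5, ATP8 from 803 to 4 and 0, and COX3 from 307 to 2 and 11. Their log2 fold changes of −6.94, −6.88, −8.60 and −5.57 differ, with few counts in IP. The input counts of ATP6, ATP8 and COX3 are low beside the 222542 of COX1, and reads that match both places equally would have been left out of both genes. Expression of Gm10925 from chromosome 1 was not tested.

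Duxf3 differed between the IP libraries by 0.89 on the log2 scale. Scatter common to genes of similar count was tested, and 5 of 3655 such genes (0.137%, Duxf3 included) differed as much, which argues against it. The others were Fhl1 (0.89), Gm14355 (1.28), LOC620551 (−1.35) and LOC100862180 (1.61). Whether reads from multi-copy or near-identical loci cause such differences cannot be told apart here, since pseudogenes were 1 of only 5 such genes (20%, compared with 6.49% of the rest; Fisher's exact p of 0.286). A larger share of DUX-expressing cells behind IP replicate 1 would raise other 2C transcripts there too. Over the other 39 2C transcripts with a mean of at least 100 counts, the median log2 ratio of IP replicate 1 to IP replicate 2 was 0.008, with quartiles at −0.06 and 0.068 and 20 of the 39 above 0, which argues against it. A change in Dux RNA alone stays open.

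The Zscan4 members named a to f spanned 2.617 on the log2 scale, from Zscan4c to Zscan4e. GC content was tested as the cause, and the span was 2.672 after its trend was removed. Zscan4e is annotated as 1 exon of 4314 bases, so reads from unspliced RNA count toward it, but without it the span was 2.511, set by Zscan4b. Both values argue against these causes for the span as a whole. Reads shared between the near-identical members were not tested, since alignments were not used here, and differing YTHDF2 binding of the members stays a hypothesis.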
